# Assorted Processing of Synthetic Trans-Acting siRNAs and Its Activity in Antiviral Resistance

**DOI:** 10.1371/journal.pone.0132281

**Published:** 2015-07-06

**Authors:** Mingmin Zhao, David San León, Frida Mesel, Juan Antonio García, Carmen Simón-Mateo

## Abstract

The use of syn-tasiRNAs has been proposed as an RNA interference technique alternative to those previously described: hairpin based, virus induced gene silencing or artificial miRNAs. In this study we engineered the TAS1c locus to impair *Plum pox virus* (PPV) infection by replacing the five native siRNAs with two 210-bp fragments from the CP and the 3´NCR regions of the PPV genome. Deep sequencing analysis of the small RNA species produced by both constructs *in planta* has shown that phased processing of the syn-tasiRNAs is construct-specific. While in syn-tasiR-CP construct the processing was as predicted 21-nt phased in register with miR173-guided cleavage, the processing of syn-tasiR-3NCR is far from what was expected. A 22-nt species from the miR173-guided cleavage was a guide of two series of phased small RNAs, one of them in an exact 21-nt register, and the other one in a mixed of 21-/22-nt frame. In addition, both constructs produced abundant PPV-derived small RNAs in the absence of miR173 as a consequence of a strong sense post-transcriptional gene silencing induction. The antiviral effect of both constructs was also evaluated in the presence or absence of miR173 and showed that the impairment of PPV infection was not significantly higher when miR173 was present. The results show that syn-tasiRNAs processing depends on construct-specific factors that should be further studied before the so-called MIGS (miRNA-induced gene silencing) technology can be used reliably.

## Introduction

The term RNA silencing describes an ensemble of regulatory pathways that share the key role played by diverse sets of endogenous small RNAs (sRNAs) of 21–24 nt in length [1]. These sRNAs are initially produced by Dicer-like (DCL) endonucleases that process double-stranded RNA precursors [2]. Two specialized types of sRNAs are produced in plants: microRNAs (miRNAs), which are excised from partially double-stranded regions of hairpin structures, and small interfering RNAs (siRNAs), which are processed from perfectly complementary double-stranded molecules [3]. One strand of each miRNA or siRNA duplex is loaded into effector protein complexes including a protein of the Argonaute (AGO) family, and guide them to either degradation or translation suppression of target RNAs or to chromatin rearrangements at specific places [4–6].

In plants, primary products of some miRNA- and siRNA-directed cleavages serve as templates for RNA-dependent RNA polymerases (RDR), to generate double stranded RNA, which is processed into a second wave of siRNAs [7–9]. These so-called secondary siRNAs amplify and reinforce RNA silencing, and virus-derived secondary siRNAs have been shown to play a main role in antiviral immunity [10]. Several factors have been described that contribute to define which loci generate secondary siRNAs: i) aberrant ends of the targeted RNA [11], ii) proximity of two sRNA target sites [12], iii) targeting by sRNAs loaded in particular AGO proteins [13,14], iv) appropriate sRNA structure (22-nt size, bulged sRNA duplex) [13,15,16].

Some secondary siRNAs are 21-nt phased (phased siRNAs) as a result of successive DCL-catalyzed processings from the end of a dsRNA substrate originated by an RDR from an AGO-catalyzed cleaved RNA at a miRNA target site [2,17]. Phased siRNAs that are able to direct repression at loci different from that the ones they derive, are termed *trans*-acting siRNAs (tasiRNAs) [2]. TasiRNAs are very abundant in some plant families as *Solanaceae* and *Fabaceae*, but they are not well conserved between different plant species [18]. TasiRNAs play key regulatory roles in plant development [19,20] and have been proposed to coordinate the repression of large gene families as that of *Pentatricopeptide Repeat* (*PPR*) genes [21,22] or the nucleotide-binding site-leucine-rich repeat (NBS-LRR) family of resistance genes [23–26].

Four families of genes coding for tasiRNA precursors (*TAS*), comprising eight different loci have been identified in the *Arabidopsis thaliana* genome [18]. Whereas *TAS*3 family, which generates tasiRNAs by the two-hit mechanism triggered by miR390 loaded in the specialized argonaute AGO7, is widely conserved in moss and higher plants, genes of *TAS1/TAS2* families, whose primary transcripts are targeted by a single hit of the 22-nt-long version of miR173, are unique to *Arabidopsis* and closely related species [12,27].

MiR173-triggered production of tasiRNAs can be settled in heterologous plants, such as *Nicotiana benthamiana*, and has been used to engineer single or multiple copies of synthetic tasiRNAs (syn-tasiRNAs) able to silence endogenous genes, including *FAD2* [28], *PDS* [29], *CH42* [30] and *FT* or *TRY/CPC/ETC2* [31]. This gene silencing technology, recently dubbed as miRNA-induced gene silencing (MIGS), can reliably knockdown single genes or multiple unrelated genes [32].

Artificial miRNAs (amiRNAs) has been shown as a valuable alternative to RNA silencing approaches based on the expression of large virus-derived sequences to generate antiviral resistance [33–35]. In this study we wanted to gain insight into general and particular features of syn-tasiRNAs generated by MIGS and to explore the antiviral potential of this technology, using as experimental system the infection of *Plum pox virus* (PPV), a positive strand RNA virus of the genus *Potyvirus* [36]. We engineered the *TAS1c* locus to produce syn-tasiRNAs targeting either the 3’ noncoding region (NCR) or the capsid protein (CP) coding region of PPV RNA. We used a transient agro-infiltration assay in *Nicotiana benthamiana* and Illumina deep-sequencing analysis, to assess the small RNA accumulation and the susceptibility to PPV infection of plants expressing the PPV-targeted syn-tasiRNA constructs alone or co-expressed with *A*. *thaliana* miR173 precursor.

## Results

### PPV-specific synthetic tasiRNA (syn-tasiRNA) constructs

TAS1-like constructs designed to produce siRNAs targeting the different regions of the PPV genome were engineered. We generated two constructs that included the miR173 target site (22 nt) and two upstream nucleotides of TAS1a and c, immediately followed by 126 nt from either the 3’NCR (nt 9529–9654) or the CP coding region (nt 9242–9367) of PPV. These constructs were cloned downstream a 35S promotor into pMDC32 yielding syn-tasiR-3NCR and syn-tasiR-CP (Fig 1A). 

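The target site in both constructs reads GUGAUUUUUCUCUACAAGCGAA, of which 12 nt precede the cleavage site and 10 nt follow it. Positions are counted here from 1 at the first nt after the cleavage site, so that the PPV segment of 126 nt begins at position 11. In syn-tasiR-CP this segment is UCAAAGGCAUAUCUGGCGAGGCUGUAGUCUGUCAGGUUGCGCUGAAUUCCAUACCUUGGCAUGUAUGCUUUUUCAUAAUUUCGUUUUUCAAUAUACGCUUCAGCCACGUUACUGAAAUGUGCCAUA. In syn-tasiR-3NCR it is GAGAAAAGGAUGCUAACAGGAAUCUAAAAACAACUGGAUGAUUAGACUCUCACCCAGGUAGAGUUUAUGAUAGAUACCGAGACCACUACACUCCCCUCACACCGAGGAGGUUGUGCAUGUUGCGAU. The sequences were taken from Fig 4 and from the primers.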

In order to produce in *N*. *benthamiana* the miR173 required to trigger syn-tasiRNA formation from syn-tasiR-3NCR and syn-tasiR-CP, we generated a construct, MIR173, containing the AtmiR173 precursor (509 nt) [29]. The combined expression of either syn-tasiR-3NCR or syn-tasiR-CP and MIR173 is predicted to yield up to six phased syn-tasiRNAs designed to target PPV RNA.

**Fig 1:**
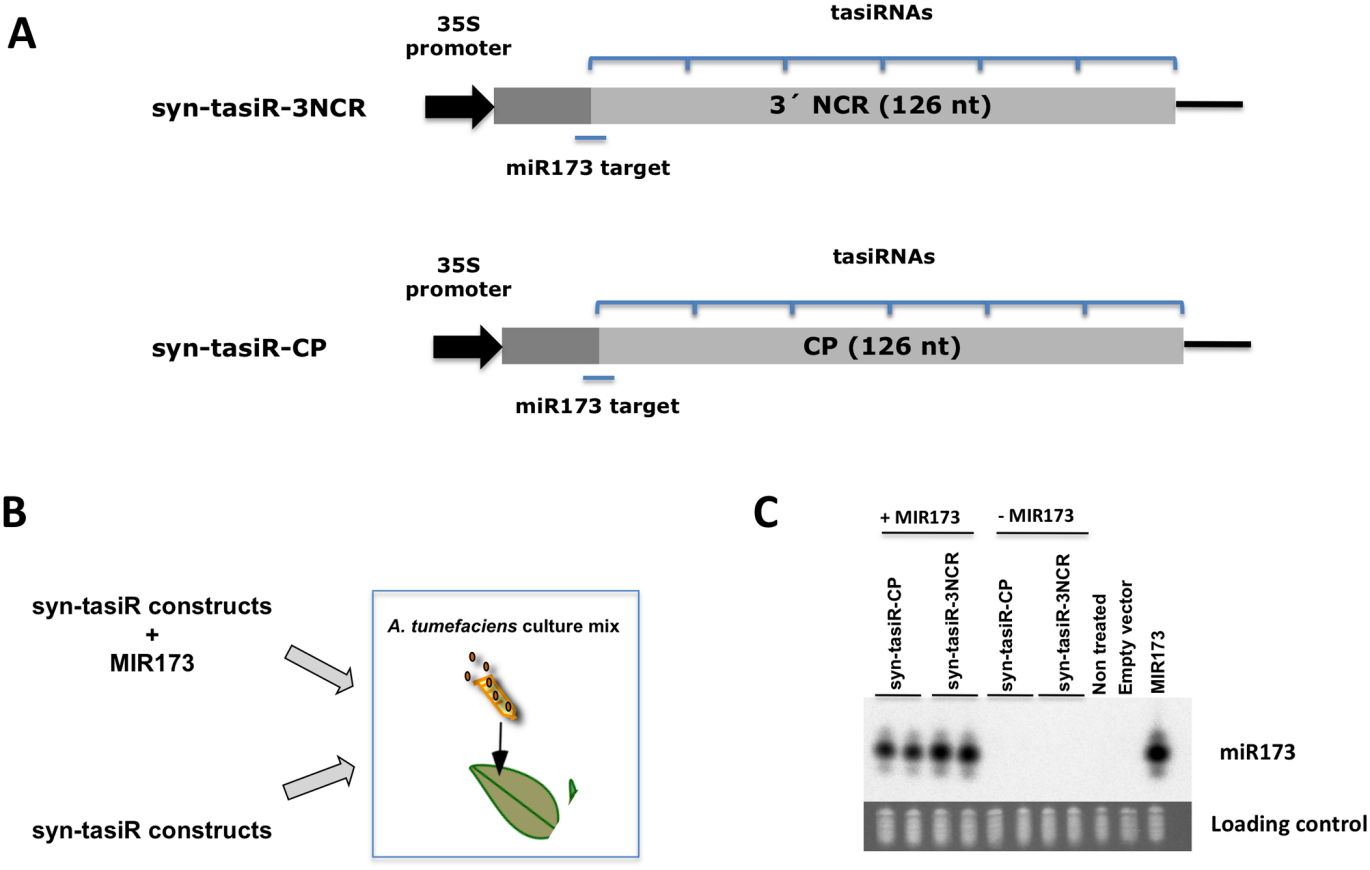
Syn-tasiRNA constructs and miR173 accumulation in *N*. *benthamiana* transient assays. **A)** Diagram of TAS1-derived syn-tasi constructs containing PPV sequences. The tasiRNA-spawning region is indicated by brackets and the length of the PPV regions included in the constructs is shown. The miR173 target site is indicated by a line. **B)** Agroinfiltration transient assay in *N*. *benthamiana*. Syn-tasiRNA constructs were expressed individually or in combination with miR173 precursor. **C)** Blot assay to assess the accumulation of miR173 in the plant tissue three days after agroinfiltration. Two biological replicates are shown. EtBr-stained 5S rRNA/tRNA is shown.

### miR173 expression increases 21-nt sRNA accumulation from syn-tasiRNA constructs downstream the miR173 target site

Previous studies about synthetic tasiRNAs have mainly focussed on their functional activity. In order to gain deeper information on how a miR173 target site contributes to downstream production of phased siRNAs, we checked by high throughput sequencing the production of small RNAs from syn-tasiR-3NCR or syn-tasiR-CP transiently expressed by agroinfiltration in *N*. *benthamiana* leaves. *Agrobacterium tumefaciens* cells bearing either of these constructs were co-infiltrated with cells expressing MIR173 (Fig 1B) (for simplicity, we will refer to the *A*. *tumefaciens* bacteria by the plasmid they carry). As a control, syn-tasiRNA constructs were also infiltrated without the miR173-expressing plasmid. 

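Leaves without and with miR173 were sequenced, with 1 library each and no replicate libraries, so that no difference between them has a replicate check. The paper states that RNA of 12 leaves, infiltrated with independent clones of either construct, was pooled, and the leaves were collected 3 days post-agroinfiltration. It also states that cultures of constructs infiltrated together were combined in equal volumes. The dose of either construct could thus have been lower in the +miR173 leaves, and no value given here corrects for this. The treatment protocol deposited with the samples mentions virus inoculation, which the paper does not state for the sequenced leaves. The authors removed adapters, low-quality reads, rRNA, tRNA and reads with a polyA tail, merged identical reads, and deposited for every unique sequence its count of reads and its RPM (the count scaled to the size of the library). The -miR173 library held 8869614 reads of 1738655 unique sequences and the +miR173 library 8548255 reads of 1697428 unique sequences, whereas the totals stated in the paper are 9433876 and 8893736. The values given here use the 8371191 and 8143128 reads of 18 to 26 nt, which are 94.4% and 95.3% of the deposited reads. A read was called PPV CP-specific or 3'NCR-specific when it matched 1 construct on either strand without mismatches, covered at least 6 nt of its PPV segment, and matched neither the other construct nor the ends of MIR173. Raw counts were compared by Fisher's exact test, two-sided, which compares these libraries and not the conditions. Intervals are 95% Wilson intervals for shares and normal approximations for log2 ratios, and cover counting error only, since PCR reads without molecular identifiers are not independent molecules. The mature miR173, UUCGCUUGCAGAGAGAAAUCAC, was read 3705 times in the +miR173 library and 0 times in the -miR173 library, in which 3 reads, taken as the floor of detection, would correspond to 0.358 RPM.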

At three days post-agroinfiltration (3 dpa), small RNAs (sRNAs) were extracted from the infiltrated leaves. sRNA samples from leaves expressing syn-tasiR-3NCR and syn-tasiR-CP were pooled and subjected to deep sequencing analysis. Northern blot analysis verified that miR173 accumulated at detectable levels only in the *N*. *benthamiana* leaves infiltrated with MIR173 (Fig 1C).

The total numbers of reads after filtering to remove rRNA and tRNA were 9,433,876 and 8,893,736 for the pools of syn-tasiRNA constructs expressed alone (library-miR173) or together with miR173 (library +miR173), respectively. To determine how expression of miR173 affects the patterns of sRNA populations, we classified sRNAs in five groups: i) matching to *N*. *benthamiana* genome, ii) matching *Agrobacterium* genome, iii) matching common regions of agroinfiltrated pMDC32-derived plasmids, iv) matching specific regions of each pMDC32-derived plasmids, and v) unknown sequences (Fig 2). Approximately 32%, 1.5% and 60% of the reads of the-miR173 library corresponded to sRNAs of the *N*. *benthamiana*, *Agrobacterium* and pMDC-shared groups, respectively (Fig 2). These percentages were marginally lower, and that of the unknown sequences marginally higher, in the +miR173 library (Fig 2). 

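No genome of N. benthamiana or Agrobacterium was used here, so that only the plasmid class was recomputed. The part of the T-DNA shared by the constructs was assembled from the reads outwards from the attB arms, giving 519 nt upstream and 2411 nt downstream of the inserts, a step chosen after seeing the data. Reads matching it were 56.9% of the -miR173 library (95% interval 56.89 to 56.96%) and 56.9% of the +miR173 library (56.85 to 56.92%). Reads matching neither the constructs, the MIR173 insert nor this assembly were 42.0% and 41.2%, respectively. The MIR173 insert, assembled to 509 nt, was matched by 13 reads of the -miR173 library and by 54580 reads, with a 95% interval of 0.665 to 0.676%, of the +miR173 library.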

As corresponds to the small size of the cloned PPV sequence, the percentages of both PPV CP- and PPV 3’NCR-specific reads were low in both libraries. 

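PPV 3'NCR-specific reads were 30888, or 0.369% (95% interval 0.365 to 0.373%), of the -miR173 library and 52614, or 0.646% (0.641 to 0.652%), of the +miR173 library. The share was thus 75.1% higher with miR173, a log2 ratio of 0.81 (95% interval 0.79 to 0.83). Counting only reads wholly inside the PPV segment moved this most, to an increase of 87.2%.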

Interestingly, the percentage of 3’NCR-specific reads was 83% higher in the library derived from leaves expressing miR173 (0.75% versus 0,41%) (Fig 2), suggesting that miR173 enhanced the production of siRNAs downstream of its target site. However, an equivalent increase of CP-specific siRNAs as consequence of miR173 expression was not observed (Fig 2).

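PPV CP-specific reads were 44496, or 0.532% (95% interval 0.527 to 0.536%), of the -miR173 library and 36266, or 0.445% (0.441 to 0.450%), of the +miR173 library, a log2 ratio of -0.26 (-0.28 to -0.24; Fisher's exact test, p = 2.76e-139). The log2 ratio of 3'NCR-specific reads exceeded that of CP-specific reads by 1.06 (95% interval 1.03 to 1.09). A lower dose of the constructs in the +miR173 leaves could contribute to the fall of CP-specific reads.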

**Fig 2:**
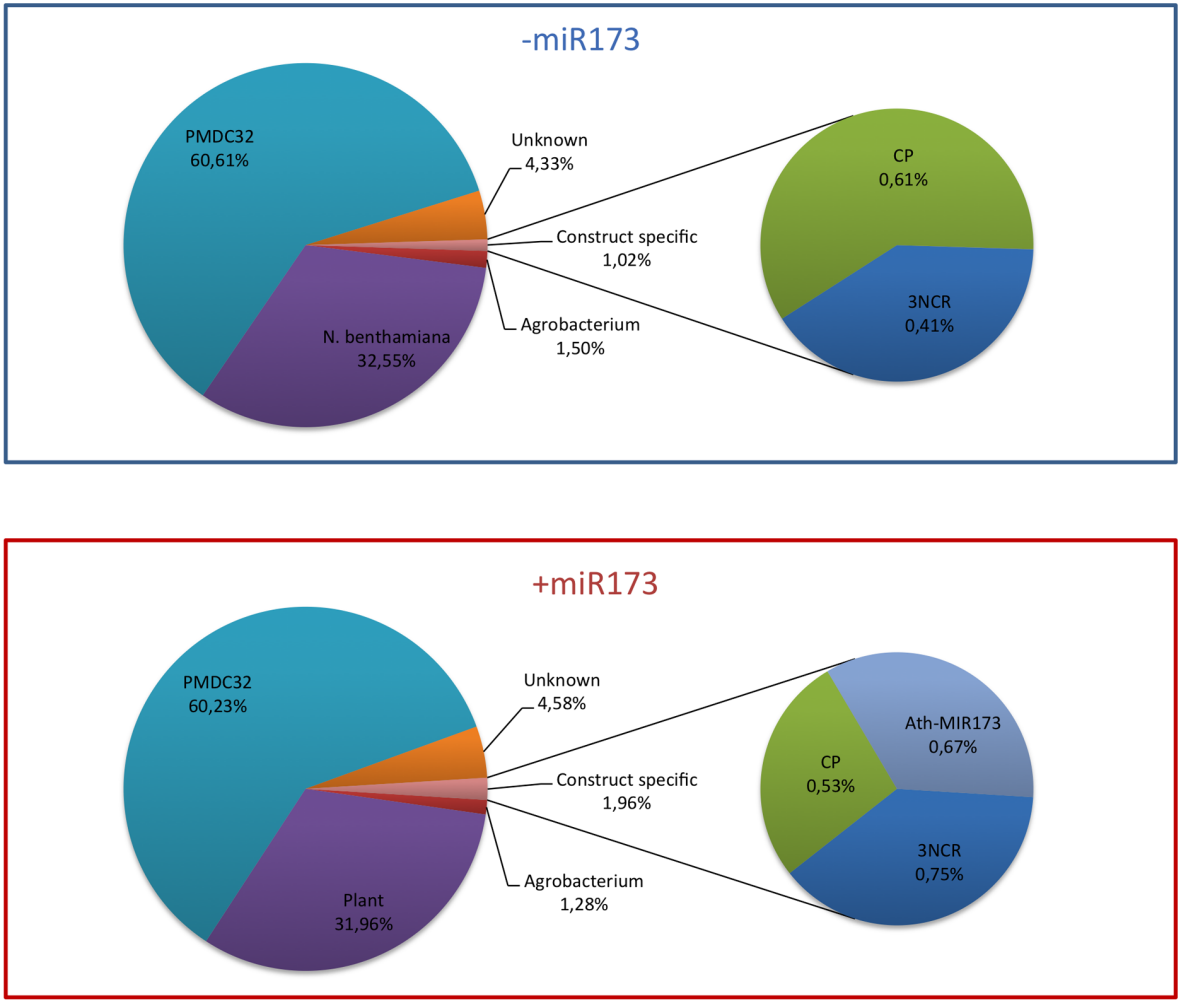
Effect of miR173 expression for syn-tasiRNA accumulation in *N*. *benthamiana* transient assays. Mapping of small RNA sequences obtained by high-throughput sequencing are shown. Analyses of total small RNA (18–26 nt) reads in the presence (+miR173) or absence of miR173 (-miR173) is shown in percentages in pie charts. Those reads mapping across the syn-tasiRNA constructs (construct specific) are shown in detail. CP: reads mapping to CP region included in the syn-tasiR-CP. 3NCR: reads mapping to 3’NCR region included in the syn-tasiR-3NCR. Ath-MIR173: reads mapping to the MIR173 construct.

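Reads matching neither PPV construct were 39.3% 24-nt in the -miR173 library and 36.7% in the +miR173 library, a log2 ratio of -0.10. These reads include those of the shared plasmid regions. With the assembled plasmid and MIR173 reads left out, a choice made after seeing the data, the 24-nt share was 51.9% and 51.2%, a log2 ratio of -0.02, and 24-nt was the most frequent length in both libraries. In that set 21-nt reads made up 17.6% and 17.8%, and 22-nt reads 13.0% and 13.1%. At these depths differences of this size pass Fisher's exact test (p = 3.59e-68 for the 24-nt share), which has no replicate error to be set against.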

The size distribution profiles of the-miR173 and +miR173 sRNA libraries (Fig 3) confirmed previous reports that 24-nt is the major species of endogenous sRNAs of *N*. *benthamiana* [37] and showed that expression of miR173 had no significant effect in the size distribution of endogenous populations of sRNAs (Fig 3A). In contrast, the size distribution profile of exogenous sRNAs, derived from pMDC-based plasmids showed peaks of similar height at 21 nt and 24 nt (Fig 3B and 3C). Moreover, expression of miR173 did not significantly alter the size distribution of sRNAs derived from pMDC-shared regions (Fig 3B). 

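Of the 4765418 reads matching the assembled shared T-DNA in the -miR173 library, 29.3% were 21-nt (95% interval 29.28 to 29.36%), 30.1% were 24-nt (30.04 to 30.13%) and 35.6% were 22-nt (35.57 to 35.66%).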

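In the +miR173 library 35.4% of the 4632448 reads matching the assembled shared T-DNA were 21-nt, 33.2% were 22-nt and 26.2% were 24-nt. In RPM, 21-nt reads changed by 0.27 on the log2 scale (95% interval 0.27 to 0.28) and 24-nt reads by -0.20.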

With respect to the size distribution of the sRNAs from PPV specific regions the pattern was very similar to those of pMDC-shared regions in the absence of miR173 (Fig 3C). However miR173 expression caused a large increase in the proportion of PPV 3’NCR-specific 21-nt sRNAs, which was much less pronounced for PPV CP-specific siRNAs. These data suggest that cleavage at a miR173 target site enhances the accumulation of 21-nt sRNAs derived from downstream sequences in the syn-tasiRNA constructs.

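Without miR173, CP-specific reads were 28.9% 21-nt, 25.8% 22-nt and 37.5% 24-nt (95% interval 37.1 to 38.0% for 24-nt). The 3'NCR-specific reads were 35.0% 21-nt, 25.8% 22-nt and 32.5% 24-nt (32.0 to 33.0% for 24-nt).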

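Among 3'NCR-specific reads the share of 21-nt reads was 35.0% (95% interval 34.4 to 35.5%) in the -miR173 library and 58.5% (58.1 to 58.9%) in the +miR173 library, a log2 ratio of 0.74. Among CP-specific reads it was 28.9% (28.5 to 29.3%) and 43.7% (43.2 to 44.2%), a log2 ratio of 0.59. In RPM, 21-nt 3'NCR-specific reads went from 1290.0 to 3779 and CP-specific ones from 1537 to 1945. The 24-nt reads went the other way in both constructs, from 1199 to 725 for the 3'NCR and from 1993 to 1018 for CP.

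**Figure D1:**
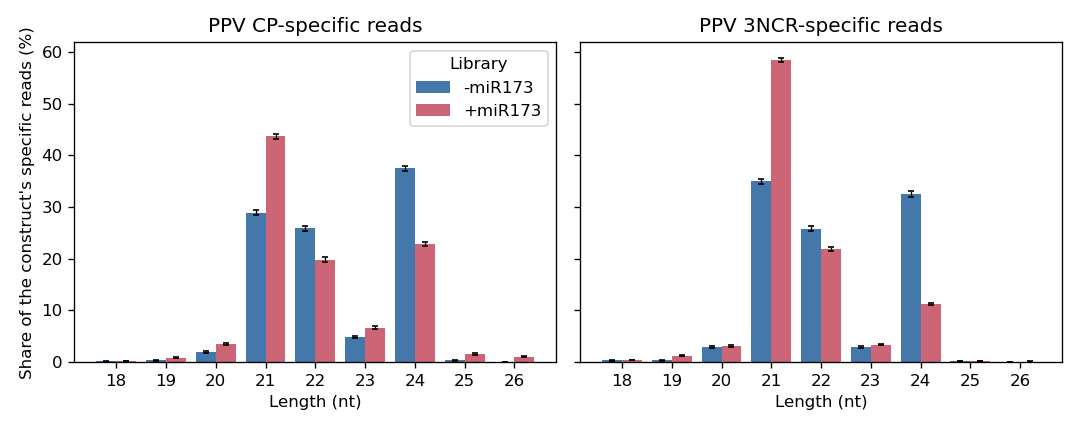
Share of each construct's specific reads (y axis, percent) by length (x axis, nt) in the -miR173 and +miR173 libraries, 1 library each, with 95% Wilson intervals as error bars. The 21-nt share is the highest bar with miR173 in both constructs, at 43.7% for CP and 58.5% for the 3'NCR.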

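Reads downstream of the cleavage site moved by 0.82 on the log2 scale for the 3'NCR (30706 reads without and 52553 with miR173) and by -0.23 for CP (43268 and 35849). Reads with more than 2 nt on each side of the cleavage site went from 1050 to 263 for CP (95% interval of the log2 ratio -2.15 to -1.76) and from 28 to 18 for the 3'NCR (-1.45 to 0.26; Fisher's exact test, p = 0.186). Reads with at least 1 nt upstream of the cleavage site, a count chosen after seeing the data, fell from 1228 to 417 for CP. For the 3'NCR they fell from 182 to 61 (log2 ratio -1.54, 95% interval -1.96 to -1.12, Fisher's exact test, p = 1.83e-14). By strand, 3'NCR plus-strand reads went from 154 to 42. The minus-strand reads went from 28 to 19, with an interval of -1.36 to 0.32 that does not exclude no change. For CP the plus strand went from 133 to 93 and the minus strand from 1095 to 324. The 21-nt reads moved by 1.55 (95% interval 1.52 to 1.58) for the 3'NCR and by 0.34 (0.31 to 0.37) for CP, the first from 10799 to 30770 and the other from 12866 to 15835. In the assembled shared T-DNA 21-nt reads moved by 0.27, so that the CP value lies close to that of sequences outside the inserts.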

**Fig 3:**
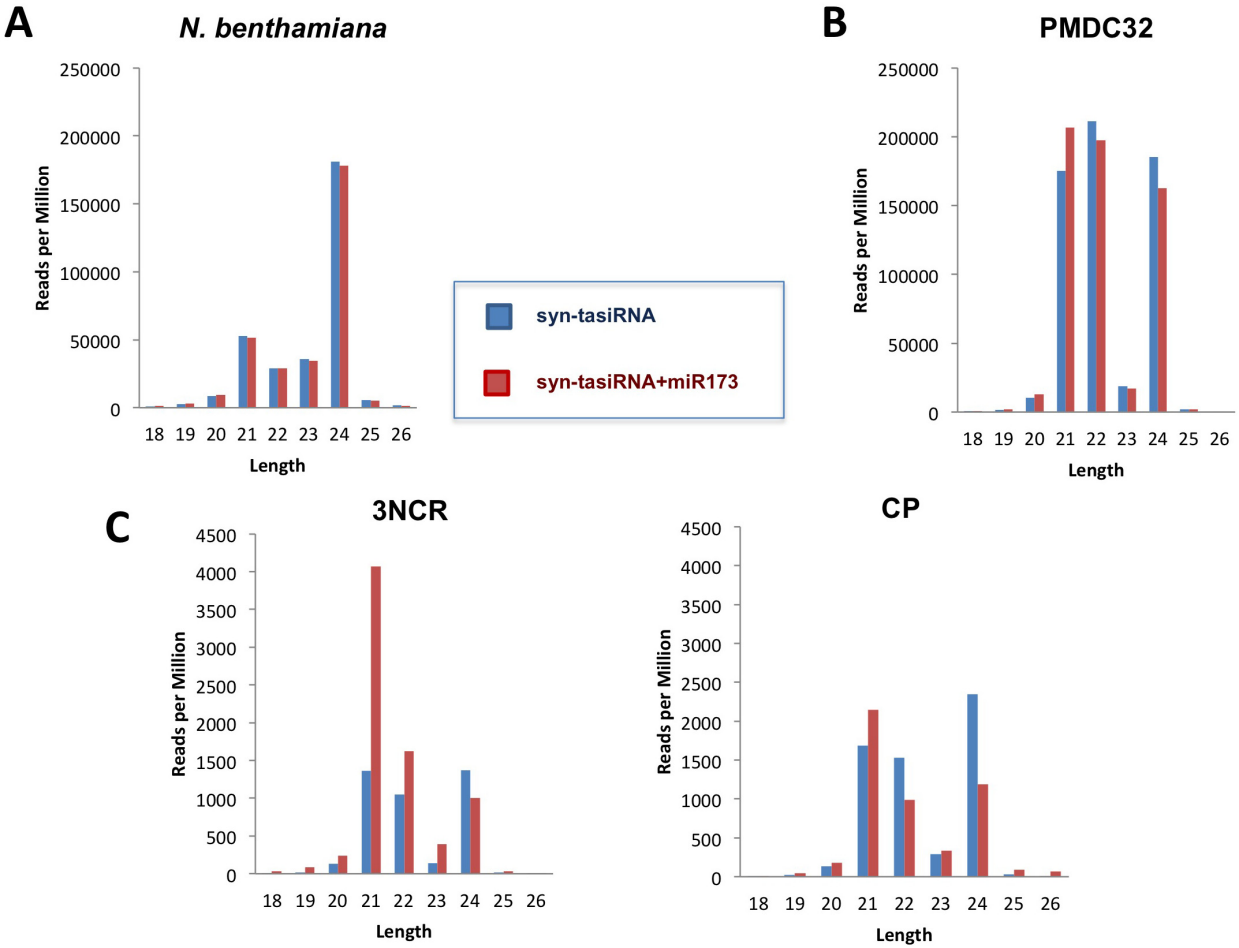
Effect of miR173 expression in size distribution profiles of syn-tasiRNAs produced in *N*. *benthamiana* transient assays. Size distribution of small RNAs (18–26 nt) identified by high-throughput sequencing is shown. **A)** Small RNAs mapping to *N*. *benthamiana* genome. **B)** Small RNAs mapping to the common region of pMDC32-derived plasmids. **C)** Small RNAs mapping to PPV-derived regions from syn-tasiR-3NCR (3NCR) and syn-tasiR-CP (CP) constructs.

### miR173 expression induces the production of phased 21-nt siRNAs from syn-tasiRNA constructs downstream the miR173 target site

In order to determine particular features of sRNAs whose accumulation is enhanced as a consequence of miR173 expression, thus discarding sRNAs derived from non-specific induction of PTGS, we identified sRNA species that were abundant in the +miR173 sample (more than 50 reads) and accumulated in larger amounts as compared to sRNAs originated in the absence of miR173 (at least 8 times more). A very low amount of species fulfilling these thresholds were detected among the *N*. *benthamiana*, *Agrobacterium* or unknown sRNAs and among sRNAs mapping to the common region of pMDC32- derived plasmids. In contrast, 34 and 22 sRNAs species derived from sequences downstream the miR173 target sites of syn-tasiR-CP and syn-tasiR-3NCR, respectively, met the threshold and increased when miR173 was expressed (S1 Table).

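Outside exact matches to the constructs, 212 sequences passed the same thresholds, more than 50 reads in the +miR173 library and at least 8 times the reads of the -miR173 library. Of these, 196 matched the MIR173 insert, which was infiltrated only in the +miR173 leaves, and the 5 with most reads were all of that kind, the most abundant being the mature miR173 with 3705 reads, followed by sequences of 21 or 24 nt with 1265, 1183, 1101 and 1047 reads. The assembled shared T-DNA held 4 such species, all 21-nt and downstream of the attB2 arm, with 51 to 88 reads. The other 12 matched none of these sequences, and 8 of them began with at least 17 nt of a construct and ended in 1 to 3 untemplated nt. The libraries held 23218 distinct vector sequences and 1584561 others in the presence of miR173.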

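By these thresholds 23 CP-specific and 19 3'NCR-specific species were induced, and all of them lay downstream of the cleavage site. The CP species comprised 8 of 21 nt, 1 of 22 nt, 1 of 24 nt and 13 of other lengths, and the 3'NCR species 12 of 21 nt, 2 of 22 nt, 0 of 24 nt and 5 of other lengths. Induced species made up 28.6% of CP-specific and 43.8% of 3'NCR-specific reads with miR173. Lowering the ratio to at least 4 times moved the counts most, to 31 and 40 species. Among CP species not shown in Fig 4, the 5 with most reads were AGACUACAGCCUCGCCAGAU (329 reads with and 2 without miR173), GUAUGGAAUUCAGCGCAACCUGAC (313 and 38), UCAGUAACGUGGCUGAAGCGU (272 and 23), AAAAAGCAUACAUGCCAAGGUA (223 and 5) and UCUGGCGAGGCUGUAGUCUGUCAGGU (184 and 0). Among 3'NCR species they were GGGAGUGUAGUGGUCUCGGU (497 and 35), AGUGUAGUGGUCUCGGUAU (438 and 20), AAGAAAGCUGGGUAUCGCAACAU (416 and 28), CAGGUAGAGUUUAUGAUAGA (98 and 7) and GGAGUGUAGUGGUCUCGGUA (58 and 4).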

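Of the 21-nt species in register with the cleavage site of syn-tasiR-CP, 7 passed the thresholds. D1(+), UACAAGCGAAUCAAAGGCAUA at positions 1 to 21, was read 2797 times with and 62 times without miR173. D2(+), UCUGGCGAGGCUGUAGUCUGU at 22 to 42, was read 1356 and 12 times, and D2(-), AGACUACAGCCUCGCCAGAUA at 20 to 40, 2071 and 51 times. D3(+), CAGGUUGCGCUGAAUUCCAUA, was read 261 and 14 times, and D3(-), UGGAAUUCAGCGCAACCUGAC, 253 and 3 times. D4(-), AAAAGCAUACAUGCCAAGGUA, was read 394 and 15 times, and D6(-), CAGUAACGUGGCUGAAGCGUA, 826 and 96 times. The lowest ratio among them was 8.60, for D6(-). When reads with the same 5' end and a length within 1 nt were summed, D6(-) no longer passed and 6 species remained.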

Seven PPV CP-specific sRNAs induced by miR173-expression were 21-nt in length and were in register with the expected miR173-guided cleavage site of the syn-tasiR-CP transcript (Fig 4A). In agreement with its origin from double stranded products, some of these sRNAs mapped to the transcribed strand [D1(+), D2(+) and D3(+)] and some others did to the complementary strand [D2(-), D3(-), D4(-) and D6(-)]. Whereas similar accumulation of both strands was observed for some of the PPV CP-specific phased sRNAs (D2 and D3), in other cases, one strand, either the positive (D1), or the negative (D4 and D6), was strongly preferred (Fig 4A). 

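At position D2 the minus strand made up 60.4% (95% interval 58.8 to 62.1%) of 3427 reads with miR173, and at D3 it made up 49.2% (44.9 to 53.5%) of 514 reads. At D1 it made up 56 of 2853 reads, at D4 99.7% (98.6 to 99.96%) and at D6 96.8% (95.4 to 97.8%). The interval of D3 includes equal shares of both strands and that of D2 does not.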

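In the 21-nt register of syn-tasiR-3NCR only D1(+) and D2(-) passed the thresholds. D1(+), UACAAGCGAAGAGAAAAGGAU, was read 391 times with and 2 times without miR173, and D2(-), UUUUUAGAUUCCUGUUAGCAU, 368 and 5 times. Of the other species in this register, D5(-) had most reads with miR173, 90 against 89 without, and D4(+) had 34 against 8. This register held 946 of 30764 21-nt reads with miR173, or 3.08% (95% interval 2.89 to 3.27%), and 1.32% (1.12 to 1.55%) without.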

In the case of the syn-tasiR-3NCR two contiguous 21-nt sRNAs [D1(+) and D2(-)] laying just downstream the miR173 cleavage site were shown to be induced in response to miR173 (Fig 4B) but the 21-nt register did not go beyond. However, eight phased miR173-induced 21-nt sRNAs that accumulated more than 50 reads in the +miR173 library could be coupled to the expected miR173-guided cleavage site by a 22-nt sRNA [D1a(+)], which was also induced when miR173 was expressed (Fig 4C, species a and aa). 

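D1a(+), UACAAGCGAAGAGAAAAGGAUG, covers positions 1 to 22 and was read 781 times with and 74 times without miR173. In phase with its 3' end, D2a(+) was read 72 and 1 times, D2a(-) 55 and 3 times and D3a(-) 53 and 2 times. Further on, D4aa(+), CAGGUAGAGUUUAUGAUAGAU, was read 2156 and 125 times and D4aa(-) 275 and 20 times. D5aa(+), ACCGAGACCACUACACUCCCC, was read 1863 and 104 times, D5aa(-), GGAGUGUAGUGGUCUCGGUAU, 4353 and 162 times and D7aa(-) 567 and 63 times. With D1a(+) these made 9 induced species, of which 6 had more than 100 reads. D7aa(-) no longer passed when reads with the same 5' end and a length within 1 nt were summed. The register shifted by 1 nt held 30.8% (95% interval 30.3 to 31.3%) of 21-nt 3'NCR-specific reads with miR173 and 4.59% (4.22 to 5.01%) without, a log2 ratio of 2.74.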

But this was not the only register of phased sRNAs. 

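In the a-ab series 7 species passed the thresholds, which were D1a(+), D2a(+), D2a(-), D3a(-), D5ab(+), D5ab(-) and D6ab(-). D5ab(-), GGGAGUGUAGUGGUCUCGGUA at positions 85 to 105, was read 10305 times with and 812 times without miR173, the most of any PPV-specific species in the +miR173 library. D5ab(+) was read 243 and 23 times and D6ab(-), UGCACAACCUCCUCGGUGUGAG, 60 and 5 times. D4ab(+), CAGGUAGAGUUUAUGAUAGAUA, was read 956 and 152 times, a ratio of 6.29, and D7ab(-) 668 and 205 times, a ratio of 3.26. With a ratio of at least 4 times, D4ab(+) was included and 8 species passed. When reads with the same 5' end and a length within 1 nt were summed, D4ab(+) passed and D6ab(-) did not.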

Two other 22-nt sRNAs species [D4ab(+) and D6ab(-)] allow to couple another series of phased sRNAs, which included nine species fulfilling the threshold conditions when miR173 is expressed (Fig 4C, species a and ab); one of them, D5ab(-), accumulates up to 10305 reads.

**Fig 4:**
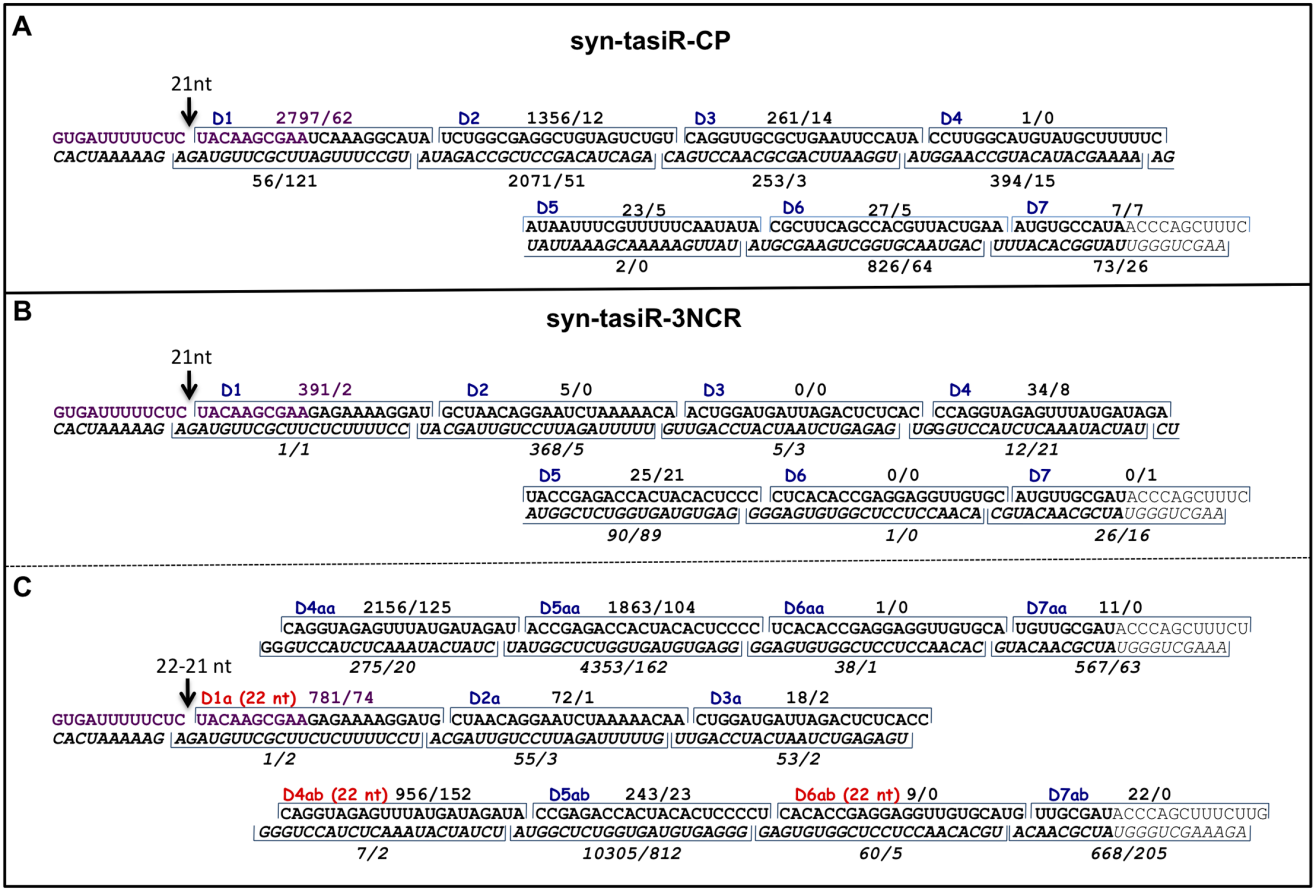
In-phase processing of syn-tasiRNA precursors directed by miR173. Phased syn-tasiRNAs (21 nt) (D1-D7) in register with the miR173-guided cleavage site (indicated with an arrow) from syn-tasiR-CP **(A)** and syn-tasiR-3NCR **(B)** constructs. **(C)** Two series of phased syn-tasiRNAs (21 and 22 nt) in register with the miR173-guided cleavage site (indicated with an arrow). One series is marked as a-aa and the second one as a-ab. Numbers above and below the syn-tasiRNAs indicate reads from samples syn-tasiR+173/syn-tasiR-173. The mi173 target site (in purple) and the PPV sequences are shown in bold.

The results presented above clearly show that the sRNAs accumulation patterns observed upon expression of syn-tasiR-CP and syn-tasiR-3NCR constructs are significantly different. The sRNAs species observed from the processing of syn-tasiR-CP construct fulfill with the expected ones, that is, seven 21-nt phased sRNAs in register with the predicted miR173-guided cleavage site (Fig 4A). However, this accumulation pattern is not the one favored in the processing of syn-tasiR-3NCR constructs (Fig 5B). 

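With miR173, 51.5% (95% interval 50.8 to 52.3%) of the 15806 21-nt CP-specific reads downstream of the cleavage site were in its register, against 3.35% (3.05 to 3.67%) of 12759 without miR173, a log2 ratio of 3.95. For the 3'NCR the same register held 3.08% with miR173 and 4 others of the 21 registers held more. The registers shifted by 2 nt and by 1 nt held the most, with 35.1% and 30.8% of the 21-nt reads. Of the 10800 reads in the register shifted by 2 nt, 10305 were the single species D5ab(-), so that its rank rests on that species.

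**Figure D2:**
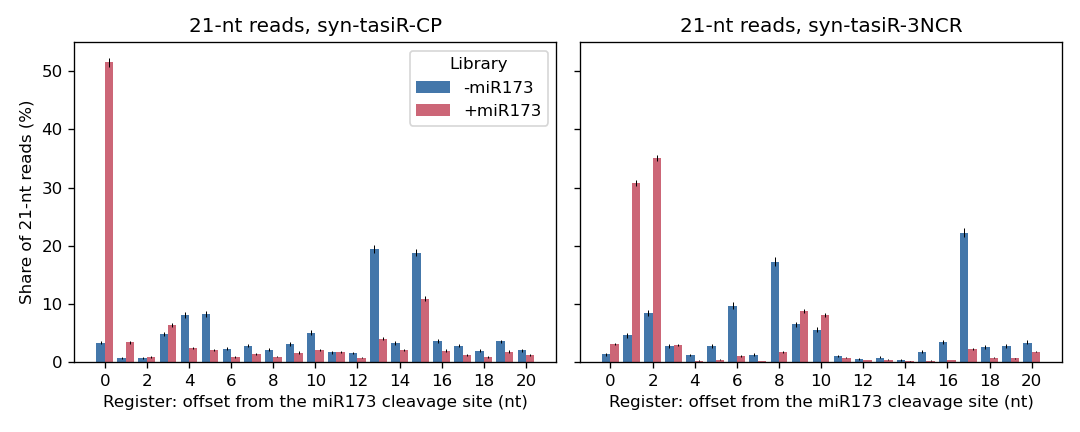
Share of 21-nt reads (y axis, percent) in each of the 21 registers relative to the miR173 cleavage site (x axis, nt) for both constructs in the -miR173 and +miR173 libraries, with 95% Wilson intervals. With miR173 a single register, 0, holds 51.5% of the CP reads, whereas registers 1 and 2 hold 30.8% and 35.1% of the 3'NCR reads. Most reads of register 2 are the species D5ab(-).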

Two different patterns can be envisaged in which a 22nt sRNA specie [D1a(+)] is the first observed in register with the predicted miR173-guided cleavage site (Fig 4C). In one pattern, 21-nt sRNAs (species a and aa) in phase with D1a accumulate while in a second pattern D1a species are followed by phased sRNAs (species a and ab) in which species of 21-nt and 22-nt alternate (Fig 4C). These results highlight that, although production of phased siRNAs in register with a miR173 cleavage happens, specific features of the phased series might depend on each particular downstream sequence.

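Along syn-tasiR-CP the phased reads with miR173 gathered at the first positions, with 35.0% of the 8147 reads of its 21-nt register at D1 and 42.1% at D2. In the a-aa and a-ab series of syn-tasiR-3NCR they gathered at the fifth position. D5aa held 60.7% of the 10244 reads of the a-aa series, and D5ab 79.6% of the 13250 reads of the a-ab series. The 21-nt register of syn-tasiR-3NCR, with 946 reads, gathered at the first positions too, with 41.5% at D1 and 39.4% at D2. From the 21-nt register of syn-tasiR-CP (Fig 4A) and the series of syn-tasiR-3NCR that start with D1a(+) (Fig 4C), the paper proposes that the features of a phased series might depend on the sequence downstream of the cleavage site.

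**Figure D3:**
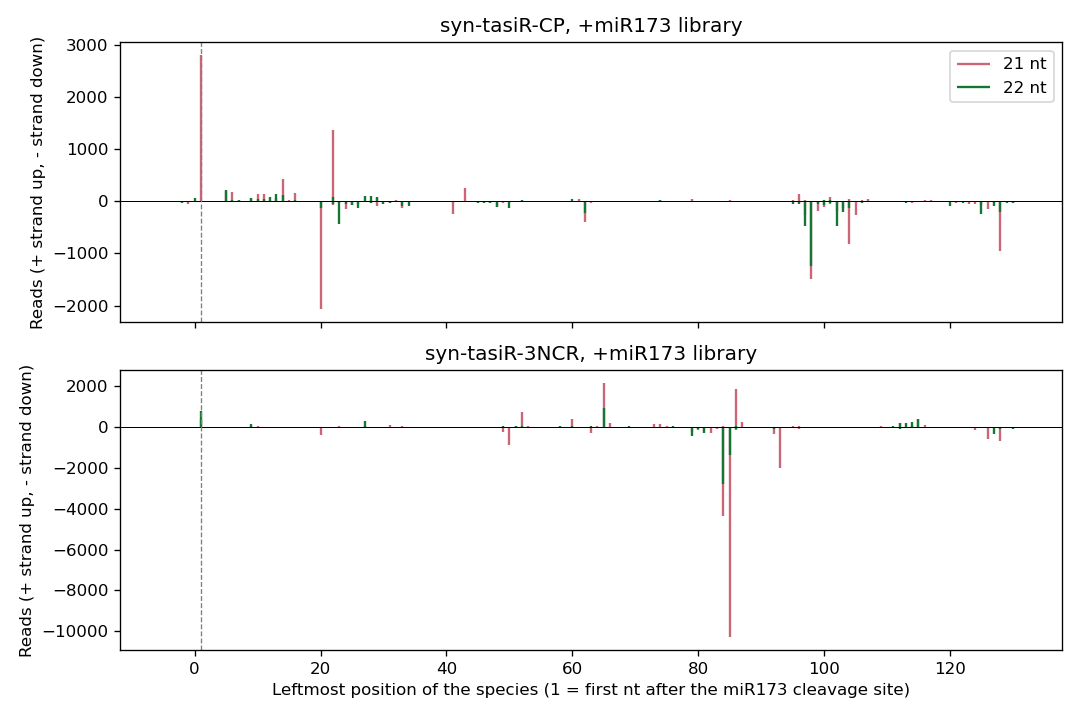
Reads in the +miR173 library (y axis, plus strand up and minus strand down) of each 21-nt and 22-nt species by its leftmost position (x axis, nt, with 1 the first nt after the miR173 cleavage site, dashed) on both constructs. The tallest line of syn-tasiR-CP is D1(+) with 2797 reads, and that of syn-tasiR-3NCR is D5ab(-) with 10305 reads.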

**Fig 5:**
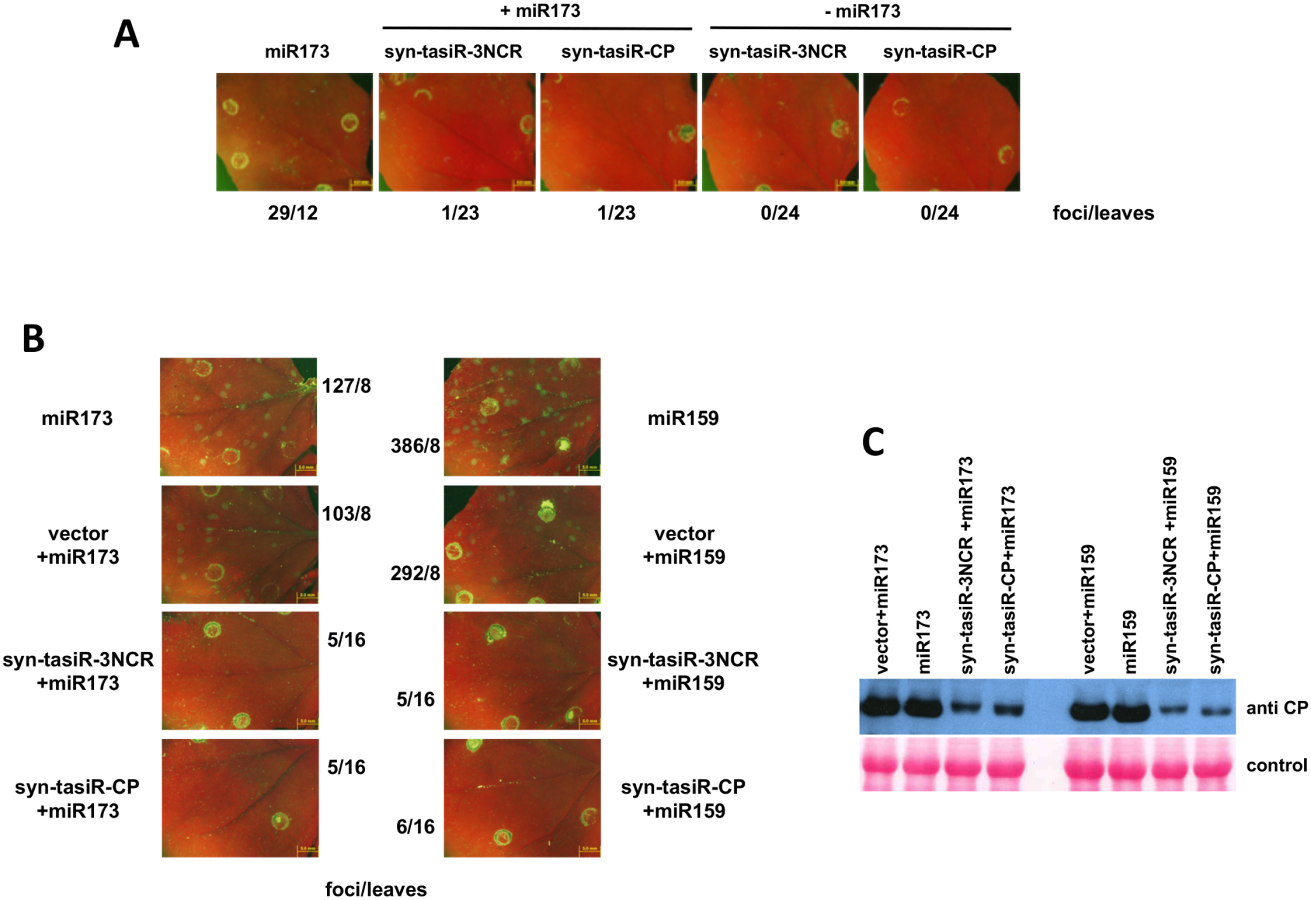
Antiviral effect of PPV-specific syn-tasiRNA constructs. **(A** and **B**) The indicated combinations of MIR173 (miR173), MIR159 (miR159), empty pMDC32 (vector) syn-tasiR-3NCR and syn-tasiR-CP were transiently expressed by agroinfiltration in *N*. *benthamiana* plants. Three days post-agroinfiltration plants were inoculated with PPV-GFP and 5 days post-inoculation (dpi) infection foci were observed under a fluorescence microscope. Number of foci/leaves is indicated. **(C)** Agroinfiltrated leaves harvested at 5 dpi were subjected to immunoblot analysis with anti-CP serum. The membrane stained with Ponceau red is included as loading control.

### syn-tasiR-3NCR and syn-tasiR-CP expression protect *N*. *benthamiana* plants against PPV infection

To test the antiviral activity of syn-tasiR-3NCR and syn-tasiR-CP, we design an experimental approach in which the PPV-specific syn-tasiRNA constructs were delivered to *N*. *benthamiana* by agroinfiltration and the infiltrated leaves were challenged three days later by mechanical inoculation with purified virions of a recombinant PPV expressing GFP. Whereas an average of 2.4 infection foci per leaf were detected on the plants expressing only miR173, plants expressing syn-tasiR-3NCR or syn-tasiR-CP, either with or without miR173, showed high resistance to PPV: a single focus was detected on one of the 23 leaves treated with syn-tasiR-3NCR or syn-tasiR-CP plus miR173 and no focus was detected on any of the 24 leaves expressing syn-tasiR-3NCR or syn-tasiR-CP alone (Fig 5A).

To assess the strength of the resistance, agroinfiltrated plants were challenged with a higher virus dose (450 ng/leaf). The number of infection foci of plants expressing syn-tasiR-3NCR or syn-tasiR-CP, either plus miR173 or plus miR159 as a control, was drastically reduced, compared with plants agroinfiltrated with plasmids expressing miR173 or miR159, either alone or together with an empty vector (5 or 6 foci in 16 leaves in comparison with between 103 and 386 foci in 8 leaves) (Fig 5B). Immunodetection of PPV CP by a Western assay confirmed the antiviral activity of syn-tasiR-3NCR and syn-tasiR-CP, which was not enhanced by co-expression of miR173 (Fig 5C).

## Discussion

RNA silencing is a natural regulatory and defense mechanism that has been engineered as a useful biotechnological tool to downregulate plant gene expression and to provide antiviral resistance [1,38]. MIGS technology, based on syn-tasiRNAs [32], has been recently added to the repertoire of RNA silencing-related strategies to suppress gene expression, which also includes more classical approaches based on sense or inverted repeat RNAs [39,40], and amiRNAs [34,41,42]. In this paper we present evidence showing that phased processing of pre-syn-tasi RNAs can be more complex and construct-specific that previously speculated, and that syn-tasi-RNA technology might be not very advantageous when compared with other RNA silencing-based approaches.

We have used the previously reported TAS1/miR173-related system [29,32,43] to express PPV-specific tasiRNAs in *N*. *benthamiana*. The two syn-tasiRNA constructs used in this study only differ in 126 nt which correspond to two different regions (CP coding sequence and 3’ NCR) of the PPV genome, placed downstream of a miR173 cleavage site. 

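The assembled shared T-DNA, 2930 nt in all, had a median depth downstream of the attB2 arm of 19460 reads without and 17887 with miR173. In 29 windows of 100 nt the log2 ratio of depth in RPM between libraries lay between -0.49 and 0.27, with a median of -0.15. The assembly was chosen after seeing the data and extends only where there are reads, so that it does not show which part of the T-DNA had none. The sequence of the vector was not used here.

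**Figure D4:**
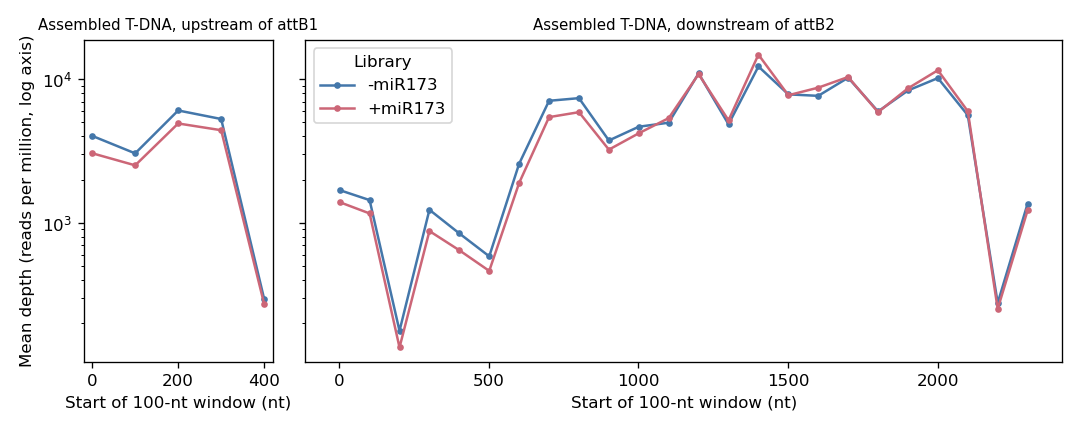
Mean depth in RPM (y axis, log scale) in windows of 100 nt along the T-DNA assembled upstream and downstream of the inserts (x axis, nt) in the -miR173 and +miR173 libraries, 1 library each. The lines of both libraries follow each other, with log2 ratios between -0.49 and 0.27.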

PTGS induction by these constructs was evidenced by accumulation of a large number of sRNAs spread through the complete T-DNA region, regardless coexpression of miR173. 

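All 23 CP-specific and 19 3'NCR-specific induced species lay downstream of the cleavage site. Among reads across the cleavage site or wholly upstream of it, 0 species were induced. Reads wholly upstream moved by -1.23 on the log2 scale (95% interval -1.36 to -1.10), from 1689 to 700. A lower dose of the constructs in the +miR173 leaves could contribute to this fall. Parts shared by both constructs or with the MIR173 primers held 3 more species past the thresholds, all on the minus strand between positions 134 and 157. These also match the MIR173 construct, infiltrated only in the +miR173 leaves, so that their rise cannot be told apart from reads of that construct.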

We also detected sRNAs specifically induced by miR173 expression which mapped almost exclusively downstream the miR173 target site, which is in agreement with previous reports showing that TAS1-like transcripts yield tasiRNA only from the 3’ RNA fragment generated by miR173-guided cleavage [17,29]. Abundant sRNAs derived from the syn-tasiR-CP construct were in phase following a 21-nt register, as it has been previously shown for other tasi- and syn-tasi-RNAs [29,31,44]. A similar series of phased sRNAs was not detected for syn-tasiR-3NCR. In contrast, a 22-nt species collinear with this sRNA served as leader of two series of phased small RNAs, one of them in an exact 21-nt register, and the other one in a mixed 21-/22-nt frame. This is not the first observation of phased tasiRNAs that do not follow a strict 21-nt register, since processing offset by 1nt after the forth cleavage cycle was reported in the Arabidopsis *TAS1c* transcript [29], although the species involved in this register shift were not mentioned. Tasi-RNAs are thought to derive from DCL4-cleavage of RNA precursors synthesized by RDR6 [21, 44]. Since DCL4 cleavage produces 21-nt sRNAs, the detection of miR173-induced 22-nt sRNAs in the phased register of some tasiRNAs, supports previous results suggesting that DCL2 might be also involved in the processing of tasiRNA-precursors [45, 46]. In any case, our results demonstrate that, whereas cleavage by miR173 consistently gives rise to the production of double stranded RNA that is further processed in phased sRNAs, the exact register of cleavage depends on specific features of the RNA placed downstream the miR173 target. These features, probably related with specific recognition by different DCL species, remain to be identified.

Montgomery et al. [29] showed that 78% of the 21-nt phased sRNAs derived from a GFP-related syn-tasiRNA placed downstream a miR173 target site corresponded to the second-phase cycle (plus and minus polarities were computed together). Similarly, D2(+) and D2(-), together with the sRNA adjacent to the miR173 cleavage site, were the most abundant phased species derived from syn-tasiR-CP. However, species at position D2 of syn-tasiR-3NCR were rare, and minus strand of the fifth sRNAs of the second phased series (species aa and ab) showed by far the largest numbers of reads. 

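With miR173, D1(+) had 2797 reads, D2(-) 2071 and D2(+) 1356, and the next phased species of syn-tasiR-CP, D6(-), had 826. Both polarities together, D2 held 42.1% (95% interval 41.0 to 43.1%) and D1 35.0% (34.0 to 36.1%) of the 8147 reads of the 21-nt register.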

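At D2 of syn-tasiR-CP 3427 reads were counted with miR173, against 373 reads at D2 and 127 reads at D2a of syn-tasiR-3NCR. The minus strand at the fifth position of syn-tasiR-3NCR had 4353 reads for D5aa(-) and 10305 for D5ab(-), or 534.6 and 1265 RPM.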

Whereas D1(+) and D2(+) species of syn-tasiR-CP have a 5’ terminal U, the 5’ terminal residue of syn-tasiR-CP D2(-) is A and those of syn-tasiR-3NCR D5aa(-) and D5ab(-) are G. The conclusions about sRNA abundance deduced from deep sequencing reads, have to be taken with caution, since it has been shown that deep sequencing can produce biased quantitative results [47]. 

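Of the induced species of 21 and 22 nt, 9 had a 5' terminal U, 6 a C, 5 an A and 3 a G. The 3 with G included D5ab(-) and D5aa(-), with 10305 and 4353 reads, and those with U included D1(+) of syn-tasiR-CP, with 2797 reads.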

But, with these reservations, our data seem to indicate that neither the position relative to the miR173 cleavage site, nor the strand polarity, nor the 5’ terminal residue are decisive factors to define the sRNA abundance. Both the 5’ terminal nucleotide [48] and the relative stabilities of the base pairs at the 5’ ends of the sRNA duplex [49, 50] determine the efficiency of loading in RISC and, thus, survival of each sRNA strand. However, we have not found correlation between particular 5’ terminal nucleotides or specific free-energy bias at the sRNA ends and miR173-induced sRNA accumulation.

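Species of 21 and 22 nt with at least 50 reads over both libraries numbered 233, and the log2 ratio of each was taken with a pseudocount of 1. The mean was 0.57 (SD 2.36) over the 60 species with 5' U, 0.34 (SD 1.77) over 38 with G, 0.09 (SD 1.86) over 55 with C and -0.04 (SD 1.73) over 80 with A. The 5' nucleotide accounted for 1.62% of the variance (permutation test, p = 0.292, adjusted p = 0.292 by Benjamini-Hochberg over 3 tests). The free-energy bias was taken as the stacking energy of the first 4 base pairs at the 5' end less that of the last 4 before the overhang of 2 nt. Across species its Spearman's rho with the log2 ratio was 0.12 (permutation test, p = 0.0761, adjusted p = 0.114) and Pearson's r was 0.15 (p = 0.0204, adjusted p = 0.0613), two-sided. Species that overlap each other are not independent replicates.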

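Without miR173, CP-specific reads numbered 44496 and 3'NCR-specific reads 30888, or 353.1 and 245.1 reads per nt of PPV segment, and covered all 126 nt of both segments. The minus strand made up 71.6% (95% interval 71.15 to 71.99%) of CP-specific and 58.4% (57.8 to 58.9%) of 3'NCR-specific reads. With miR173 it made up 68.2% (67.8 to 68.7%) and 70.9% (70.5 to 71.3%).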

The abundance of PPV-derived sRNAs in leaves agroinfiltrated with syn-tasiR-CP and syn-tasiR-3NCR in the absence of miR173 indicates that these constructs are inducing a strong sense PTGS reaction. In agreement with this fact, these agroinfiltrated leaves showed an efficient anti-PPV protection, which was not significantly enhanced by tasiRNA production induced by miR173 expression. Recently, Carbonell et al. [31] also showed that syn-tasiRNAs did not cause RNA silencing more efficiently that traditional amiRNAs. Thus, whereas syn-tasiRNAs are efficient tools to engineer silencing of gene expression, they do not appear to offer a substantial enhancement of efficiency compared to former RNA silencing strategies. Our results highlight the existence of construct-specific factors affecting processing and accumulation of particular species. Understanding these factors will help to improve syn-tasiRNA efficiency and better exploit their potential to act on several targets with high specificity.

## Experimental procedures

### Plasmids

TAS1c was used as a backbone to produce syn-tasiRNA as previously described [28,29]. The synthetic tasiRNA constructs targeting the PPV genome were made using a 150 bp fragment including 2 nt from TAS1c, the miR173 target site (22 nt), and either the antisense strand of the CP region (9242–9367) (syn-tasiR-CP) or the 3’NCR region (9529–9654) (syn-tasiR-3NCR) of PPV. Gateway recombination sites were also added to the 5´ ends of the primers.

Primers for syn-tasiR-CP:

syn-tasiR-CP-F: 5´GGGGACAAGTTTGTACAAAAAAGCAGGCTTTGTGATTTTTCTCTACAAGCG

AATCAAAGGCATATCTGGCGAGG 3´

syn-tasiR-3NCR-R: 5´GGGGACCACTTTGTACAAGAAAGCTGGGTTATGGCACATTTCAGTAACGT 3´

Primers for syn-tasiR-3NCR:

syn-tasiR-3NCR-F: 5´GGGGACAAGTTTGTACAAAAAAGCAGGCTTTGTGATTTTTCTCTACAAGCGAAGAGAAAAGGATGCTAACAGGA 3´.

syn-tasiR-3NCR-R: 5´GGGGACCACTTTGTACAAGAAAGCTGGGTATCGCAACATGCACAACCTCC 3´.

The *Arabidopsis thaliana* MIR173 precursor (509nt) and MIR159 precursor (334nt) were amplified from Col-0 genomic DNA using the following primers, which included Gateway recombination sites:

MIR173-F: 5´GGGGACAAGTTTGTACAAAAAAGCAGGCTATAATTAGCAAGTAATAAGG3´ MIR173-R: 5´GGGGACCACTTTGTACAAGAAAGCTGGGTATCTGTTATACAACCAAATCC3´

MIR159-F: 5´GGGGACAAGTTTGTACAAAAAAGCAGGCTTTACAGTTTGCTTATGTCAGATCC3´

MIR159-R: 5´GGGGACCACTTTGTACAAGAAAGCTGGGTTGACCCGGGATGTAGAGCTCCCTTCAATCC3´

All the purified PCR fragments were introduced between the CaMV 35S promoter and the NOS terminator sequences into the pMDC32 binary vector by Gateway recombination and termed syn-tasiR-3NCR, syn-tasiR-CP, MIR173 and MIR159.

### Plant agroinfiltration

*Nicotiana benthamiana* plants were grown in a greenhouse maintained at 16 h light and 8 h dark photoperiod, temperature range 19–23°C. Plants with 5–6 true leaves were used for agroinfiltration as described [51]. Culture concentration was adjusted to OD_600_ = 1 for each construct, when two constructs were agroinfilrated a mixed 1:1 (v/v) culture was prepared.

### Virus inoculation and protein analysis

Two or three agroinfiltrated *N*. *benthamiana* leaves were dusted with carborundum and inoculated with 150 ng or 450 ng of purified GFP-tagged PPV [52]. Virus accumulation was assessed by Western blot analysis as described [53]. Ponceau red staining was used to confirm equivalent protein loading.

### GFP fluorescence imaging

Infected *N*. *benthamiana* leaves were screened for GFP expression with a MZ FLII (Leica Microsystems) fluorescence stereomicroscope, using excitation and barrier filters of 480/40 nm and 510 nm, respectively. Images were collected with an Olympus DP70 digital camera with DP controller and DP manager software.

### RNA isolation, Northern blot and Deep sequencing analysis

Small RNAs were purified from agroinfiltrated *N*. *benthamiana* leaves and subjected to Northern blot analysis as previously described [54].

RNA samples from twelve leaves (2 leaves from each plant) agroinfiltrated with two independent clones of syn-tasiR-3NCR and two independent clones of syn-tasiR-CP, either in the presence or absence of miR173 precursor, were pooled. Small RNA libraries were prepared and subjected to deep sequencing by the Beijing Genomics Institute (BGI-Shenzhen, Shenzhen, China). Briefly, between 15–30 nucleotides (nt) RNAs were purified and ligated to the Illumina 5´ and 3´ adaptors, and further converted into single-stranded cDNA and then amplified by PCR. Purified PCR products were sequenced by an Illumina HiSeq 2000 Genome Analyzer.

The high throughput sequencing data are freely available at GEO database http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE69348 (accession number GSE69348).

### Mapping sequence reads to reference sequences

Clean reads were obtained after adapter trimming and removing low quality reads, adaptor null reads, insert null reads, rRNA and tRNA and reads with polyA tail using the software of The UEA small RNA Workbench (http://srna-workbench.cmp.uea.ac.uk/tools/) [55]. Clean reads were mapped to reference using BWA [56] without mismatches. All identical sequences were counted and merged as unique sequences. The following analysis of read counts, as charts data, were performed by in-house-developed PHP and R scripts.

## Supporting Information

S1 Table Small RNA species induced by miR173 expression. Total small RNA species and 21nt, 22nt and 24nt species matching different sequences are given in columns. The overall number, the induced and its ratio are also detailed.
(DOCX) Click here for additional data file.

## References

[1] BaulcombeD. (2005). RNA silencing. Trends Biochem. Sci. 30, 290–293. 1595087110.1016/j.tibs.2005.04.012

[2] AxtellM.J. (2013). Classification and comparison of small RNAs from plants. Annu. Rev. Plant Biol. 64, 137–59. 10.1146/annurev-arplant-050312-120043 23330790

[3] YoshikawaM. (2013). Biogenesis of trans-acting siRNAs, endogenous secondary siRNAs in plants. Genes Genet. Syst. 88, 77–84. 2383229910.1266/ggs.88.77

[4] WeiK.F., WuL.J., ChenJ., ChenY.F. and XieD.X. (2012). Structural evolution and functional diversification analyses of argonaute protein. J. Cell. Biochem. 113, 2576–2585. 10.1002/jcb.24133 22415963

[5] VoinnetO. (2009). Origin, biogenesis, and activity of plant microRNAs. Cell 136, 669–687. 10.1016/j.cell.2009.01.046 19239888

[6] EamensA., WangM.B., SmithN.A. and WaterhouseP.M. (2008). RNA silencing in plants: Yesterday, today, and tomorrow. Plant Physiol. 147, 456–468. 10.1104/pp.108.117275 18524877PMC2409047

[7] SchwabR. and VoinnetO. (2010). RNA silencing amplification in plants: Size matters. Proc. Natl. Acad. Sci. U.S.A. 107, 14945–6. 10.1073/pnas.1009416107 20709960PMC2930571

[8] BaulcombeD.C. (2007). Amplified silencing. Science 315, 199–200. 1721851710.1126/science.1138030

[9] VoinnetO. (2008). Use, tolerance and avoidance of amplified RNA silencing by plants. Trends Plant Sci. 13, 317–328. 10.1016/j.tplants.2008.05.004 18565786

[10] WangX.B., JovelJ., UdompornP., WangY., WuQ., LiW-X., et al (2011). The 21-nucleotide, but not 22-nucleotide, viral secondary small interfering RNAs direct potent antiviral defense by two cooperative Argonautes in *Arabidopsis thaliana* . Plant Cell 23, 1625–1638. 10.1105/tpc.110.082305 21467580PMC3101545

[11] HerrA.J., MolnarA., JonesA. and BaulcombeD.C. (2006). Defective RNA processing enhances RNA silencing and influences flowering of Arabidopsis. Proc. Natl. Acad. Sci. U.S.A. 103, 10994–15001.10.1073/pnas.0606536103PMC158142717008405

[12] AxtellM.J., JanC., RajagopalanR. and BartelD.P. (2006). A two-hit trigger for siRNA biogenesis in plants. Cell 127, 565–577. 1708197810.1016/j.cell.2006.09.032

[13] ManavellaP.A., KoenigD. and WeigelD. (2012). Plant secondary siRNA production determined by microRNA-duplex structure. Proc. Natl. Acad. Sci. U.S.A. 109, 2461–2466. 10.1073/pnas.1200169109 22308502PMC3289316

[14] MontgomeryT.A., HowellM.D., CuperusJ.T., LiD., HansenJ.E., AlexanderA.L., et al (2008). Specificity of ARGONAUTE7-miR390 interaction and dual functionality in TAS3 trans-acting siRNA formation. Cell 133, 128–141. 10.1016/j.cell.2008.02.033 18342362

[15] ChenH.-M., ChenL.-T., PatelK., LiY.-H., BaulcombeD.C. and WuS.-H. (2010). 22-nucleotide RNAs trigger secondary siRNA biogenesis in plants. Proc. Natl. Acad. Sci. U.S.A. 107, 15269–15274. 10.1073/pnas.1001738107 20643946PMC2930544

[16] CuperusJ.T., CarbonellA., FahlgrenN., García-RuizH., BurkeR.T., TakedaA., et al (2010). Unique functionality of 22-nt miRNAs in triggering RDR6-dependent siRNA biogenesis from target transcripts in *Arabidopsis* . Nat. Struct. Mol. Biol. 17, 997–1003. 10.1038/nsmb.1866 20562854PMC2916640

[17] RajeswaranR., AreggerM., ZverevaA.S., BorahB.K., GubaevaE.G. and PoogginM.M. (2012). Sequencing of RDR6-dependent double-stranded RNAs reveals novel features of plant siRNA biogenesis. Nucleic Acids Res. 40, 6241–54. 10.1093/nar/gks242 22434877PMC3401431

[18] FeiQ., XiaR. and MeyersB.C. (2013). Phased, secondary, small interfering RNAs in posttranscriptional regulatory networks. Plant Cell 25, 2400–15. 10.1105/tpc.113.114652 23881411PMC3753373

[19] ChitwoodD.H., GuoM., NogueiraF.T. and TimmermansM.C. (2007). Establishing leaf polarity: the role of small RNAs and positional signals in the shoot apex. Development 134, 813–23. 1725127110.1242/dev.000497

[20] FahlgrenN., MontgomeryT.A., HowellM.D., AllenE., DvorakS.K., AlexanderA.L., et al (2006). Regulation of *AUXIN RESPONSE FACTOR3* by *TAS3* ta-siRNA affects developmental timing and patterning in *Arabidopsis* . Curr. Biol. 16, 939–944. 1668235610.1016/j.cub.2006.03.065

[21] HowellM.D., FahlgrenN., ChapmanE.J., CumbieJ.S., SullivanC.M., GivanS.A., et al (2007). Genome-wide analysis of the RNA-DEPENDENT RNA POLYMERASE6/DICER-LIKE4 pathway in *Arabidopsis* reveals dependency on miRNA- and tasiRNA-directed targeting. Plant Cell 19, 926–942. 1740089310.1105/tpc.107.050062PMC1867363

[22] ChenH.M., LiY.H. and WuS.H. (2007). Bioinformatic prediction and experimental validation of a microRNA-directed tandem trans-acting siRNA cascade in Arabidopsis. Proc. Natl. Acad. Sci. U.S.A. 104, 3318–3323. 1736064510.1073/pnas.0611119104PMC1805617

[23] LiF., PignattaD. BendixC., BrunkardJ.O., CohnM.M., TungJ. et al (2012). MicroRNA regulation of plant innate immune receptors. Proc. Natl. Acad. Sci. U.S.A. 109, 1790–1795. 10.1073/pnas.1118282109 22307647PMC3277104

[24] ShivaprasadP.V., ChenH.M., PatelK., BondD.M., SantosB.A. and BaulcombeD.C. (2012). A microRNA superfamily regulates nucleotide binding site-leucine-rich repeats and other mRNAs. Plant Cell 24, 859–874. 10.1105/tpc.111.095380 22408077PMC3336131

[25] ZhaiJ., JeongD-H., De PaoliE., ParkS., RosenB.D., LiY. et al (2011). MicroRNAs as master regulators of the plant NB-LRR defense gene family via the production of phased, trans-acting siRNAs. Genes Dev. 25, 2540–53. 10.1101/gad.177527.111 22156213PMC3243063

[26] BoccaraM., SarazinA., ThiébeauldO., JayF., VoinnetO., NavarroL., et al (2014). The arabidopsis *miR472-RDR6* silencing pathway modulates PAMP- and effector-triggered immunity through the post-transcriptional control of disease resistance genes. PLoS Pathog. 10, e1003883 10.1371/journal.ppat.1003883 24453975PMC3894208

[27] CuperusJ.T., FahlgrenN. and CarringtonJ.C. (2011). Evolution and functional diversification of *MIRNA* genes. Plant Cell 23, 431–442. 10.1105/tpc.110.082784 21317375PMC3077775

[28] Gutierrez-NavaM.D., AukermanM.J., SakaiH., TingeyS.V. and WilliamsR.W. (2008). Artificial trans-acting siRNAs confer consistent and effective gene silencing. Plant Physiol. 147, 543–551. 10.1104/pp.108.118307 18441221PMC2409013

[29] MontgomeryT.A., YooS.J., FahlgrenN., GilbertS.D., HowellM.D., SullivanC.M. et al (2008). AGO1-miR173 complex initiates phased siRNA formation in plants. Proc. Natl. Acad. Sci. U.S.A. 105, 20055–20062. 10.1073/pnas.0810241105 19066226PMC2598728

[30] FelippesF.F. and WeigelD. (2009). Triggering the formation of tasiRNAs in Arabidopsis thaliana: the role of microRNA miR173. EMBO Rep. 10, 264–270. 10.1038/embor.2008.247 19180117PMC2658565

[31] CarbonellA., TakedaA., FahlgrenN., JohnsonS.C., CuperusJ.T. and CarringtonJ.C. (2014). New generation of artificial microRNA and synthetic trans-acting small interfering RNA vectors for efficient gene silencing in Arabidopsis. Plant Physiol. 165, 15–29. 10.1104/pp.113.234989 24647477PMC4012576

[32] de FelippesF.F., WangJ.W. and WeigelD. (2012). MIGS: miRNA-induced gene silencing. Plant J. 70, 541–7. 10.1111/j.1365-313X.2011.04896.x 22211571

[33] QuJ., YeJ. and FangR. (2012). Artificial microRNAs for plant virus resistance. Methods Mol. Biol. 894, 209–22. 10.1007/978-1-61779-882-5_14 22678582

[34] GarcíaJ.A. and Simón-MateoC. (2006). A micropunch against plant viruses. Nat. Biotechnol. 24, 1358–1359. 1709348010.1038/nbt1106-1358

[35] TiwariM., SharmaD. and TrivediP.K. (2014). Artificial microRNA mediated gene silencing in plants: progress and perspectives. Plant Mol. Biol. 86, 1–18. 10.1007/s11103-014-0224-7 25022825

[36] GarcíaJ.A., GlasaM., CambraM. and CandresseT. (2014). *Plum pox virus* and sharka: a model potyvirus and a major disease. Mol. Plant Pathol. 15, 226–241. 10.1111/mpp.12083 24102673PMC6638681

[37] ValliA., OliverosJ.C., MolnarA., BaulcombeD. and GarcíaJ.A. (2011). The specific binding to 21-nt double-stranded RNAs is crucial for the anti-silencing activity of *Cucumber vein yellowing virus* P1b and perturbs endogenous small RNA populations. RNA 17, 1148–1158. 10.1261/rna.2510611 21531919PMC3096046

[38] Simón-MateoC. and GarcíaJ.A. (2011). Antiviral strategies in plants based on RNA silencing. Biochim. Biophys. Acta 1809, 722–731. 10.1016/j.bbagrm.2011.05.011 21652000

[39] SmithN.A., SinghS.P., WangM.B., StoutjesdijkP.A., GreenA.G. and WaterhouseP.M. (2000). Total silencing by intron-spliced hairpin RNAs. Nature 407, 319–320. 1101418010.1038/35030305

[40] BéclinC., BoutetS., WaterhouseP. and VaucheretH. (2002). A branched pathway for transgene-induced RNA silencing in plants. Curr. Biol. 12, 684–688. 1196715810.1016/s0960-9822(02)00792-3

[41] NiuQ.-W., LinS.-S., ReyesJ.L., ChenK.-C., WuH.-W., YehS.-D., et al (2006). Expression of artificial microRNAs in transgenic *Arabidopsis thaliana* confers virus resistance. Nat. Biotechnol. 24, 1420–1428. 1705770210.1038/nbt1255

[42] DuanC.G., WangC.H., FangR.X. and GuoH.S. (2008). Artificial MicroRNAs highly accessible to targets confer efficient virus resistance in plants. J. Virol. 82, 11084–11095. 10.1128/JVI.01377-08 18768978PMC2573272

[43] CarbonellA., FahlgrenN., Garcia-RuizH., GilbertK.B., MontgomeryT.A., NguyenT., et al (2012). Functional analysis of three *Arabidopsis* ARGONAUTES using slicer-defective mutants. Plant Cell 24, 3613–29. 10.1105/tpc.112.099945 23023169PMC3480291

[44] AllenE., XieZ.X., GustafsonA.M. and CarringtonJ.C. (2005). microRNA-directed phasing during *trans*-acting siRNA biogenesis in plants. Cell 121, 207–221. 1585102810.1016/j.cell.2005.04.004

[45] GasciolliV, MalloryAC, BartelDP, VaucheretH (2005) Partially redundant functions of Arabidopsis DICER-like enzymes and a role for DCL4 in producing trans-acting siRNAs. Curr Biol 15: 1494–1500. 1604024410.1016/j.cub.2005.07.024

[46] HendersonIR, ZhangX, LuC, JohnsonL, MeyersBC, GreenP.J., et al (2006) Dissecting Arabidopsis thaliana DICER function in small RNA processing, gene silencing and DNA methylation patterning. Nat Genet 38: 721–725. 1669951610.1038/ng1804

[47] ToedlingJ., ServantN., CiaudoC., FarinelliL., VoinnetO., HeardE. et al (2012). Deep-sequencing protocols influence the results obtained in small-RNA sequencing. PLoS One 7, e32724 10.1371/journal.pone.0032724 22384282PMC3287988

[48] MiS, CaiT, HuY, ChenY, HodgesE, NiF., et al (2008) Sorting of small RNAs into Arabidopsis argonaute complexes Is directed by the 5' terminal nucleotide. Cell 133: 116–127. 10.1016/j.cell.2008.02.034 18342361PMC2981139

[49] KhvorovaA, ReynoldsA, and JayasenaSD (2003) Functional siRNAs and miRNAs exhibit strand bias. Cell 115: 209–216. 1456791810.1016/s0092-8674(03)00801-8

[50] SchwarzDS, HutvagnerG, DuT, XuZ, AroninN, and ZamoreP.D. (2003) Asymmetry in the assembly of the RNAi enzyme complex. Cell 115: 199–208. 1456791710.1016/s0092-8674(03)00759-1

[51] ValliA., Martín-HernándezA.M., López-MoyaJ.J. and GarcíaJ.A. (2006). RNA silencing suppression by a second copy of the P1 serine protease of *Cucumber vein yellowing ipomovirus* (CVYV), a member of the family *Potyviridae* that lacks the cysteine protease HCPro. J. Virol. 80, 10055–10063. 1700568310.1128/JVI.00985-06PMC1617295

[52] Fernández-FernándezM.R., MouriñoM., RiveraJ., RodríguezF., Plana-DuránJ. and GarcíaJ.A. (2001). Protection of rabbits against rabbit hemorrhagic disease virus by immunization with the VP60 protein expressed in plants with a potyvirus-based vector. Virology 280, 283–291. 1116284210.1006/viro.2000.0762

[53] CarbonellA., MaliogkaV.I., PérezJ.J., SalvadorB., San LeónD., GarcíaJ.A. et al (2013). Diverse amino acid changes at specific positions in the N-terminal region of the coat protein allow *Plum pox virus* to adapt to new hosts. Mol. Plant Microbe Interact. 26, 1211–24. 10.1094/MPMI-04-13-0093-R 23745677

[54] Simón-MateoC. and GarcíaJ.A. (2006). MicroRNA-guided processing impairs *Plum pox virus* replication, but the virus readily evolves to escape this silencing mechanism. J. Virol. 80, 2429–2436. 1647414910.1128/JVI.80.5.2429-2436.2006PMC1395392

[55] StocksM.B., MoxonS., MaplesonD., WoolfendenH.C., MohorianuI., FolkesL., et al (2012). The UEA sRNA workbench: a suite of tools for analysing and visualizing next generation sequencing microRNA and small RNA datasets. Bioinformatics 28, 2059–61. 10.1093/bioinformatics/bts311 22628521PMC3400958

[56] LiH. and DurbinR. (2010). Fast and accurate long-read alignment with Burrows-Wheeler transform. Bioinformatics 26, 589–95. 10.1093/bioinformatics/btp698 20080505PMC2828108

# Supplementary material for: Assorted Processing of Synthetic Trans-Acting siRNAs and Its Activity in Antiviral Resistance
**Source:** PLoS One. 2015 Jul 6;10(7):e0132281. doi: 10.1371/journal.pone.0132281
**Supplement:** S1 Table — Total small RNA species and 21nt, 22nt and 24nt species matching different sequences are given in columns. The overall number, the induced and its ratio are also detailed.

Supplementary Table 1. Small RNA species induced by miR173 expression

| miR173-induced species | Total | | | 21 nt | | | 22 nt | | | 24 nt | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | Induced | Total | Ratio (%) | Induced | Total | Ratio (%) | Induced | Total | Ratio (%) | Induced | Total | Ratio (%) |
| *N. benthamiana* | 1 | 2502221 | 0,00 | 0 | 156894 | 0 | 0 | 153255 | 0 | 0 | 1598996 | 0 |
| *Agrobacterium* | 0 | 38118 | 0 | 0 | 3400 | 0 | 0 | 3192 | 0 | 0 | 3021 | 0 |
| Others | 7 | 243619 | 0,00 | 0 | 32941 | 0 | 1 | 32207 | 0,00 | 3 | 53125 | 0,01 |
| pMDC32-common | 9 | 164932 | 0,01 | 7 | 34698 | 0,02 | 1 | 43168 | 0,00 | 0 | 44231 | 0 |
| CP | 34 | 3768 | 0,90 | 9 | 832 | 1,08 | 1 | 677 | 0,15 | 3 | 905 | 0,33 |
| 3NCR | 22 | 3626 | 0,61 | 13 | 938 | 1,39 | 2 | 743 | 0,27 | 0 | 745 | 0 |

Total: Number of small RNA reads.

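The title of the table speaks of sRNA species, of which it gives an overall number and the number induced for each class of sequences, whereas its footnote calls the total a number of small RNA reads. Counted as distinct sequences with exact matches in the +miR173 library, CP-specific species numbered 970 (36266 reads), of which 23 species were induced, and 3'NCR-specific species 973 (52614 reads), of which 19 species were induced. For each construct 2466 different exact sequences of 18 to 26 nt could be CP- or 3'NCR-specific under these rules. The classes of N. benthamiana, Agrobacterium and unknown sequences were not analysed here.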

How the deposited data were processed for this re-analysis (not part of the article)

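Small RNAs of N. benthamiana leaves agroinfiltrated with syn-tasiR-CP and syn-tasiR-3NCR were sequenced without (-miR173) and with MIR173 (+miR173), with RNA of leaves pooled at 3 days post-agroinfiltration and 1 library per condition. For each unique sequence the authors deposited a count of reads after removing adapters, low-quality reads, rRNA, tRNA and reads with a polyA tail, without normalization. Beside it the authors deposited RPM, which correspond to those counts scaled by totals of 8869641 and 8548255 reads. The RPM were used only to compare these totals with the sums of the counts, and every value given here was computed from the counts.

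The libraries held 8869614 and 8548255 reads of 18 to 40 nt, of which the 8371191 and 8143128 reads of 18 to 26 nt were used. Sequences were placed on the constructs by exact match on either strand, and were called specific when they covered at least 6 nt of the PPV segment and matched neither the other construct nor the primer ends of MIR173. A species was called induced with more than 50 reads in the +miR173 library and at least 8 times its reads in the -miR173 library, as in the paper. The named species are every species of Fig 4, for each construct the 5 induced species with most reads outside Fig 4, and elsewhere the 5 induced species with most reads, whose sequences are printed only where they come from the constructs.

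The registers count 21-nt reads downstream of the cleavage site, with minus-strand reads offset by the overhang of 2 nt. No genome was used. The shared T-DNA and the MIR173 insert were assembled from the reads by extending known ends with words of 17 and 15 nt, a step chosen after seeing the data, so that classes defined by it are partial. The classes of N. benthamiana and Agrobacterium were not analysed here.

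Two-sided Fisher's exact tests on reads compare the 2 libraries and not the conditions, and have no replicate check. Shares carry 95% Wilson intervals and log2 ratios normal approximations, which cover counting error only. At these depths 3 reads correspond to 0.358 RPM in the -miR173 library and 0.368 in the +miR173 library. Permutation tests used 100000 resamples. Placing and calling were tested on simulated data, in which 200 of 200 species changed by 16 times were recovered and 0 of 37044 unchanged species were called. The simulated changes lay well above the induction threshold, so that their recovery was to be foreseen. It does not show how species near the threshold are called, such as D6(-) of syn-tasiR-CP with a ratio of 8.60. Nor does it cover variation between replicate libraries, which these data lack. The alternatives concerned the denominator, mismatches, the overlap with the PPV segment, the induction thresholds, the registers, the lengths and the pseudocount. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, matplotlib 3.10.9 and the stacking energies of ViennaRNA 2.7.2 were used.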

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

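All tests in this part were chosen only after the results had been seen, and each library stands for its condition alone.

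The 2 constructs changed in different ways, the log2 ratio of 3'NCR-specific reads exceeding that of CP-specific reads by 1.06. Unequal pooling of the constructs would shift all lengths alike, but the difference was 1.21 in 21-nt reads and 0.24 in 24-nt reads (95% intervals 1.16 to 1.26 and 0.18 to 0.30), so that unequal pooling does not account for the whole of it. Without the most abundant 3'NCR species the difference was 0.79, so that it does not rest on that species alone. Among species that were not induced it was 0.78, and as these were chosen by the induction thresholds, the pattern cannot be told apart from pooling that was unequal in part.

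Reads that match a construct except for 1 untemplated nt at the 3' end, which the paper does not report on, made up 3.37% of 3'NCR and 4.21% of CP reads with miR173, and 2.72% and 2.14% without. The added nt was U in 71.1% and 75.8% of them with miR173, and in 55.8% of such vector reads. Of the 1305 3'NCR reads with an added U, 520 were the single sequence GGGAGUGUAGUGGUCUCGGUU, so that the 3'NCR share rests in part on it. Reads that differ at the last nt were at least 22.6 times as many as at the median inner position in each construct and library, which goes against sequencing errors spread over the read. The ratio of such reads to exact reads rose by 1.01 on the log2 scale for CP and 0.32 for the 3'NCR, against 0.14 for vector reads, so that a change of the whole library does not account for it. Vector reads carried such nt in 2.02% of cases, and the pattern cannot be told apart from nt added by the library preparation.

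In the +miR173 library 124 CP and 71 3'NCR minus-strand reads stopped at the cleavage site with 1 untemplated nt, in data the paper does not discuss. Without miR173 there was 1 such read of both constructs, so that nearly all of them were seen with miR173 in these libraries. The CP ones were 86.7% of the CP reads that stopped there. Only 5 CP positions had enough reads to be ranked, and the next highest of them had 27.8%. Only 18 CP reads had the templated nt. Against the -miR173 library the shares differed (Fisher's exact test, p = 2.95e-23 for CP and 2.2e-07 for the 3'NCR). That library held few reads that stopped there, with 37 CP and only 8 3'NCR reads without an extra nt. The same CP end had 1 untemplated nt in 2.63% of its reads without miR173, which goes against nt added to it at the same rate by the preparation of both libraries. In the 3'NCR the share with miR173 was 89.9%, against 48.5% at the next highest of the 9 positions with enough reads to be ranked. This does not settle whether the preparation added nt to some kinds of RNA only, and the pattern cannot be told apart from that.

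At least 8-fold falls were seen in 6 3'NCR species with more than 50 reads without miR173, of 115 such species, and in 0 of 150 CP species. Only 1 of 5175 vector species fell as much, which goes against sampling noise (Fisher's exact test, p = 6.37e-10), and the difference from CP gave p = 0.00619. The 3'NCR reads that are not induced species moved by 0.048 on the log2 scale, but these are chosen by the induction thresholds and include species that rose, such as D4ab(+) from 152 to 956 reads. Less 3'NCR precursor RNA in the pool would lower all species alike. The smallest of these falls had a log2 ratio of -2.89 in RPM with a pseudocount of 1. The 24-nt 3'NCR-specific reads moved by -0.73 in all (95% interval -0.77 to -0.68). As the fallen species were picked for falling at least 8 times, this comparison cannot decide whether such a loss accounts for the whole of the falls. The 39 24-nt species with more than 50 reads without miR173 had a median of -1.88. The falls cannot be told apart from such a loss accounting for part or the whole of them.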

How the results depend on the processing

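The alternatives were set before the data were examined, except those named here as chosen after seeing the data. No paired analysis was possible because each condition has 1 library. The planned denominator of reads matching N. benthamiana was not run, as no genome was used.

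Of 82 values under the alternatives, 67 stayed on the same side, 3 lost significance, 1 gained it, 11 moved and 0 changed direction. The one that gained it was the log2 ratio of 3'NCR-specific reads across the cleavage site, -1.54 in place of -0.60 when at least 1 nt upstream sufficed, chosen after seeing the data. Under every alternative run, the log2 ratios of 3'NCR-specific and CP-specific reads, their difference and the 21-nt shares kept their direction and their side of the threshold. The log2 ratio of 3'NCR-specific reads lay between 0.80 and 0.90 and that of CP-specific reads between -0.29 and -0.21. Among these, the values of 0.84 and -0.23 over reads matching neither the constructs, MIR173 nor the assembled vector were chosen after seeing the data. The 24-nt share of other reads also kept its direction, with log2 ratios between -0.10 and -0.02, the smallest sizes coming from counting each distinct sequence once and from leaving out the assembled vector and MIR173 reads, the latter chosen after seeing the data. The permutation tests of the 5' nucleotide and of Spearman's rho with the free-energy bias stayed short of the threshold of 0.05 under the alternatives run.

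When each distinct species was counted once, the shares of the registers were not past the threshold, with log2 ratios of 0.29 for the CP register, 0.35 for the 3'NCR register and 0.33 for the 3'NCR register shifted by 1 nt. Given the species seen without miR173, this alternative could not have passed the threshold. Each register holds at most 14 such species, and with all of them present with miR173, Fisher's exact test against the species seen without miR173 would give p = 0.686, 0.179 and 0.680, respectively. It therefore says nothing about the use of the registers. With a ratio of at least 4 times, 40 3'NCR species were induced in place of 19. With more than 100 reads required, 112 species were induced elsewhere in place of 212, and 3 species in the a-ab series in place of 7. Leaving out the species of the assembled MIR173 insert, chosen after seeing the data, left 16 elsewhere. All 20 to 23 nt forms of miR173 numbered 4561 reads. Reads of all lengths numbered 8869614 in the -miR173 library and 8548255 in the +miR173 library. The depth limits the ratio of species with 0 reads without miR173, which has no finite value.

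Distinct species were counted in other ways after seeing the data. With 1 mismatch allowed they numbered 2094 for CP and 2275 for the 3'NCR, and over either library 1232 and 1207 without mismatches and 3248 and 3247 with 1 mismatch.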

Differences from the paper's values

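The paper's S1 Table gives 3 induced 24-nt CP species, against 1 here. With 1 mismatch allowed, an alternative set before the data were examined, the number was 3. With the same alternative, induced 21-nt species numbered 9 for CP and 13 for the 3'NCR, the paper's numbers, against 8 and 12 without mismatches.

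The paper's S1 Table gives 3768 CP and 3626 3'NCR species in all, against 970 and 973 here. A footnote of the table calls these totals numbers of reads, and the reads counted here were 36266 and 52614. For 21 nt the paper's numbers are 832 and 938, against 195 and 199. For 22 nt they are 677 and 743, against 189 and 198. For 24 nt they are 905 and 745, against 208 and 192. No alternative for these numbers was set before the data were examined. Counting with 1 mismatch over either library, chosen after seeing the values, gave 3248 and 3247 in all, 796 and 912 for 21 nt, 644 and 697 for 22 nt, and 806 and 655 for 24 nt, all within 1.5 times of the paper's. With 1 mismatch in the +miR173 library alone, also chosen after seeing the values, only the 3'NCR numbers of 698 for 21 nt and 501 for 22 nt came within 1.5 times. Counting over either library without mismatches, also chosen after seeing the values, brought none of them within 1.5 times.

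The paper's S1 Table gives 9 induced species in the region common to pMDC32 plasmids, against 4 in the part assembled here. The 3 induced species in parts shared by both constructs or with the MIR173 primers are not among these 4. No alternative was set for this number.

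Of the 100 read numbers of the 50 species in Fig 4, 92 equal those counted here to the digits read. For D1(-) of the 3'NCR there is about 1 read with and about 1 without miR173 in Fig 4B, read by eye, against 2 and 0 here. D3(-) has about 3 without miR173 in Fig 4B, against 0. D4(-) has about 12 with and about 21 without miR173 in Fig 4B, against 0 and 0. D6(-) has about 1 with miR173 in Fig 4B, against 0. For CP without miR173, D6(-) has about 64 in Fig 4A, against 96, and D7(-) about 26 in Fig 4A, against 36. No alternative was set for single species. Except for D7(-) of CP, these Fig 4 numbers equal the plus-strand 21-nt reads with the same leftmost position, a comparison made after seeing the values. Whether the strands were exchanged in the figure cannot be checked here.

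The paper counts more species past the thresholds in the a-ab series than the 7 counted here, and the number reached 8 with a ratio of at least 4 times. It also counts more induced species than the 23 for CP and 19 for the 3'NCR found here. Of the alternatives set before the data were examined, a ratio of at least 4 times gave 31 for CP and 40 for the 3'NCR, and 1 mismatch gave 28 and 20.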

Other observations

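The tests in this part were chosen only after the result had been seen.

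CP-specific 24-nt reads fell from 16686 without to 8289 with miR173, a log2 ratio of -0.97, and 3'NCR-specific ones from 10038 to 5906, a log2 ratio of -0.73. Vector 24-nt reads moved by -0.20, so that a shift of the whole library does not account for the fall in CP. The fall was -0.66 (95% interval -0.71 to -0.61) for 24-nt reads with a leftmost position up to 73, and -1.38 (-1.44 to -1.32) beyond it, which goes against less CP precursor RNA or plasmid in the pool as the whole of it. CP reads that are not induced species moved by -0.73 in all, and the fall cannot be told apart from such a loss accounting for part of it. Combining cultures in equal volumes, which the paper states for constructs infiltrated together, could give such a loss in the +miR173 leaves.

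CP-specific reads of 25 and 26 nt rose with miR173, from 156 to 571 and from 23 to 386. Of the 23 induced CP species, UCUGGCGAGGCUGUAGUCUGUCAGGU, a 26-nt species that begins with the 5' end of D2(+), had 184 reads with and 0 without miR173.

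Outside Fig 4C, the 22-nt minus-strand species at the leftmost position 84 of syn-tasiR-3NCR had 2807 reads with and 636 without miR173, more reads than any 22-nt species shown there, but its ratio was under 8.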
